A study of Homo sapiens with 2 samples. Its data were reported in "RNA-binding protein ZCCHC4 promotes human cancer chemoresistance by disrupting DNA-damage-induced apoptosis" (2022).

How the data were processed

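UV-CLIP-seq (ultraviolet crosslinking and immunoprecipitation followed by sequencing) was carried out by the study in HepG2, a human hepatocellular carcinoma cell line. Cells were transfected with a vector for Flag-tagged ZCCHC4 (ZCCHC4-Flag) or with a mock vector, crosslinked with ultraviolet light, and lysed. RNA was trimmed with RNase T1, which cuts after G, protein with its bound RNA was isolated on anti-Flag beads, and the RNA was read on an Illumina HiSeq instrument as single-end reads. There were 2 libraries, 1 per group, so no replicate error could be estimated and no test compared the conditions.

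The values came from 1 peak list for the whole series. The columns of the list are those that MACS2 callpeak writes with sub-peak summits. The program, its version and settings, the aligner and the genome build were not stated by the authors. Chromosome ends and contig names placed the list on GRCh38. Each row of the list is a summit inside a called region, and a region with several summits takes several rows. The pileup in the authors' deposited table is a signal, the scaled height of overlapping reads at the summit, rounded to 2 decimals. The fold enrichment deposited by the authors is the ratio (pileup + 1)/(local background + 1) in the same scaled unit. The p-value and q-value of the peak caller were deposited by the authors as −log10 values, under headers that a spreadsheet had damaged, and were identified by the column order of the program. The list gives no read counts, no strand and no value per library, so the depth of each library is unknown here. It also leaves unknown whether reads were deduplicated. The mock-vector library enters only through the local background, if it was the control of the call. The labels of that sample name both an input and the anti-Flag antibody, so it is uncertain whether it was a mock immunoprecipitation.

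Peaks were counted as distinct regions. Because the regions were very long, a gene or an annotation class was assigned by the position of the summit base. The plan had been an overlap of at least 1 base with the region. That rule was made an alternative only after the data had been seen. An alternative on regions with most of their bases in exons had been planned. Annotation was GENCODE v44. A summit took the first class that applied in the order 3'UTR, 5'UTR, CDS, noncoding exon, intron, intergenic, with UTR and CDS taken from basic protein-coding transcripts. A summit was assigned to each gene whose body contained it, on either strand, so overlapping genes share summits. A lincRNA (intergenic lncRNA) was a lncRNA gene that overlapped no protein-coding gene on either strand. Shares were given with 95% Wilson intervals, which cover counting error only. The 30 lncRNAs that the study followed up were matched by symbol, and AL133467.2, whose clone name is absent from GENCODE v44, by the 2 transcript identifiers that the study names. The other 16 were not analysed here, except for 1 found through another symbol in the reference gene table and used in an alternative.

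The named items were fixed before the data were examined: AL133467.2, ZCCHC4, the other listed lncRNAs with a peak, the 10 summits with the highest fold, the 5 genes with the most summits and the 5 lincRNA genes with the highest best fold. The best fold of lincRNA and protein-coding genes was compared with a two-sided permutation test on the difference in medians (100000 resamples). The listed lncRNAs were set against 10000 random lists of other lncRNA genes with a summit, matched on the number of summits.

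Summit heights were decoded from the deposited values. For summits with a pileup under 1 the local background was taken as the Poisson mean at which the deposited value is the chance of any count, which gave the levels 0.00507 and 0.00950. The pileup recovered from the fold was then a whole multiple of 0.00886 at every summit, with a largest deviation of 0.000576 of a step. A step is referred to below as such; it is 1 read only if the scaling was a single factor per library. Poisson p-values on steps used the decoded background. They cover counting error only, treat steps as independent reads, and make no allowance for a summit being the tallest position of a long stretch, so they served as a filter on height and not as evidence of enrichment. On 5000 simulated summits the decoding returned the true number of steps in 100% of cases. These summits were simulated under the assumptions of the decoding, so this checks its arithmetic and not the assumptions.

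Alternatives were a fold above the median, regions merged, contigs and rRNA left out, pseudocounts of 0.1 and 0, width weighting, exonic summits alone, at least 2 summits, genes with exactly 1 summit, the median summit per gene, and other symbols. Of these, the pseudocount of 0 was added after the data had been seen. So were alternatives on every summit counted, on Poisson p-values, on class order, on region midpoints and on overlaps of at least 1 base. Genes that share no summit, lincRNA genes as the pool of random lists, and listed lincRNAs against other lncRNA genes were also added then. Marker lists for liver, A549, HCT116, BXPC-3 and HEK293T cells, for abundant mRNAs and for mRNAs translated at the endoplasmic reticulum were written for the closing section. The first 6 lists were written after 14 of their genes had been looked at, and the endoplasmic reticulum list before any of its genes had been. One gene of the A549 list is not reported here and was taken out of the list after its value had been seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9 were used.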

Results

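To find which RNAs ZCCHC4 contacts in cells, the study sequenced RNA crosslinked to Flag-tagged ZCCHC4 in HepG2 hepatocellular carcinoma cells, with mock-vector cells as the other group. There was 1 library in each of the 2 groups and 1 peak list for both, so the values below have no replicate error, and differences describe these libraries alone. Fold enrichment, pileup and p-values of single peaks are the authors'.

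The list held 40549 summits in 6173 distinct regions on GRCh38. The median region was 188224 bases long, the shortest 96 and the longest 37426294. Together the regions spanned 3025743168 bases, and on the assembled chromosomes they covered 98.0% of all bases. A single summit was present in 2344 regions, and the highest number in a region was 103. No summit lay on the mitochondrial genome or in any of the 47 annotated rRNA genes, and 2 lay on contigs outside the chromosomes. The paper describes rRNA as a methylation substrate of ZCCHC4, but the list cannot decide whether rRNA was bound. The aligner and its treatment of repeated sequences are unknown, and whether the rRNA genes lay inside called regions was not examined. Absence of rRNA summits is therefore no evidence against binding. When only regions with a fold above the median were kept, 3075 remained.

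Fold enrichment in the authors' deposited table had a median of 1.05 and ranged from 1.004 to 2.04, with 95% of summits below 1.154. The pileup had a median of 0.06 and a maximum of 1.05. The −log10 p in the authors' deposited table took 3 values, 2.30 at 32678 summits, 2.02 at 7870 summits and 4.89 at 1 summit, and no summit had a −log10 q above 0. Decoded from the fold, summit heights ran from 1 to 119 steps with a median of 7, where a step was 0.00886 in pileup. The same deposited −log10 p of 2.30 was given to summits of 1 step and of 105 steps. The fold depended on the pseudocount of 1 that the peak caller adds, and the median was 1.48 with a pseudocount of 0.1 and 10.5 with none.

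**Figure D1:**
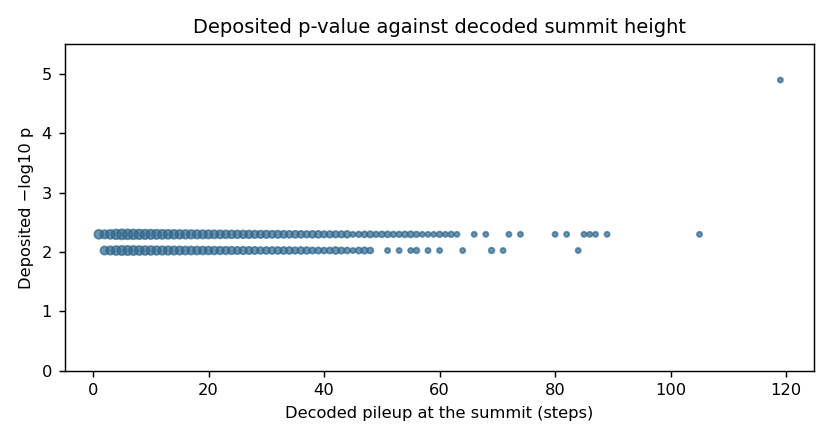
Deposited −log10 p (vertical axis, no unit) against the decoded pileup at the summit (horizontal axis, steps) for the 40549 summits of the list; point size rises with the number of summits at a position. All summits but 1 lie on 2 levels, and the exception is the summit with 119 steps.

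The expressed gene itself was examined first. ZCCHC4 (ENSG00000168228, chromosome 4, 25312774 to 25370383, plus strand) had 13 summits, all within its coding sequence, with folds from 1.31 to 2.04; with a pseudocount of 0.1 the highest was 10.99. The highest summit of the list was at position 25312885 in exon 1 of this gene, with a pileup of 1.05, a fold of 2.04 and a −log10 p of 4.89. The reference sequence around it, 30 bases on either side, was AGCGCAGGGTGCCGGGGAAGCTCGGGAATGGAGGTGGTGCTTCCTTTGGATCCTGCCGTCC. Exon 6 (25345548 to 25345620) had no summit and lay between the end of one called region at 25345081 and the start of the next at 25346082. Since summits lie inside called regions, none could fall there. Of the 10 summits with the highest fold, 8 were in ZCCHC4. The others were in CDS of APP (chromosome 21, position 26021956, fold 1.72) and of the histone gene H4C5 (chromosome 6, position 26204829, fold 1.65). The study made its vector from amplified ZCCHC4 cDNA, so the ZCCHC4 summits may hold reads from the transfected transcript. They are therefore no evidence that ZCCHC4 binds the mRNA of its own gene.

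**Figure D2:**
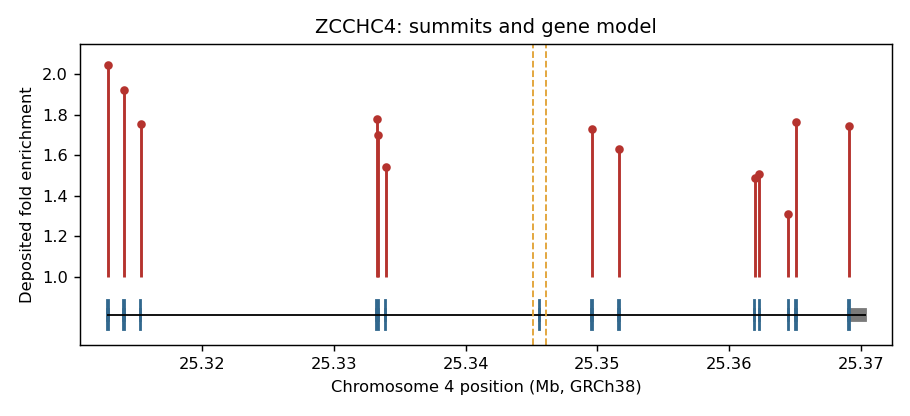
ZCCHC4 locus, with position on chromosome 4 (Mb, GRCh38) on the horizontal axis and the deposited fold enrichment of each of the 13 summits on the vertical axis. Blue boxes are coding exons, grey boxes untranslated exon, and dashed lines the ends of called regions; no summit lies in the 3'UTR.

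Genes with the most summits were UBR4 with 108, MACF1 with 104, DST with 85, RNF213 with 82 and PRKDC with 78. Their best folds were between 1.12 in RNF213 and 1.48 in PRKDC.

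Next, the summits were assigned to annotation classes. Of 40547 summits on chromosomes, 64.6% (95% Wilson interval 64.1% to 65.0%) lay in CDS, 25.3% (24.8% to 25.7%) in a 3'UTR, 5.76% (5.54% to 5.99%) in a 5'UTR, 2.21% (2.07% to 2.36%) in a noncoding exon, 1.54% (1.42% to 1.66%) in an intron and 0.686% (0.610% to 0.771%) between genes. When CDS was given precedence over UTR, CDS held 68.3%, 3'UTR 23.6% and 5'UTR 3.66%. Exons of any class thus held 97.8% of summits (97.6% to 97.9%). Exons made up 4.93% of the bases of the called regions, and this is also the share when each region was weighted by its width. Among the 864 summits of 1 or 2 steps 37.7% were exonic, against 98.5% of the 19066 summits of 3 to 6 steps.

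**Figure D3:**
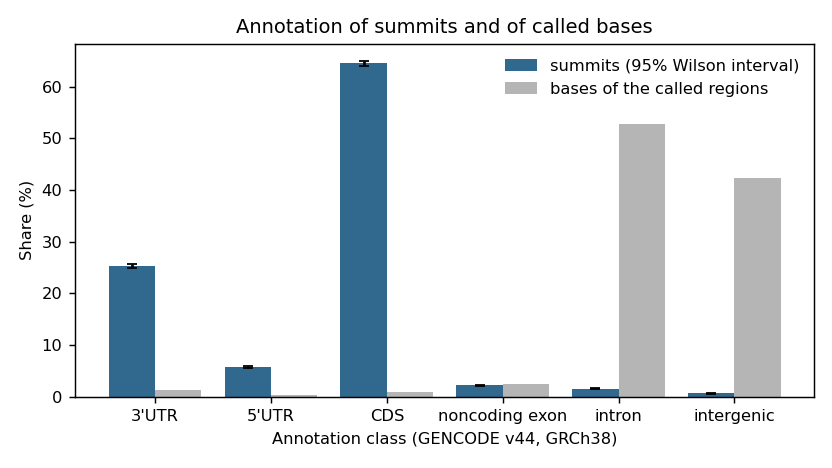
Share (%, vertical axis) of summits and of called bases in each annotation class (horizontal axis); error bars are 95% Wilson intervals. CDS holds 64.6% of summits and 1.02% of called bases, whereas introns hold 1.54% of summits and 52.8% of called bases.

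The study selected lincRNAs from this assay. A summit in the gene body was found for 190 of 10239 lincRNA genes (1.86%), compared with 7606 of 20046 protein-coding genes (37.9%). With exonic summits alone the number of lincRNA genes was 65, and with a fold above the median it was 27. The highest fold among lincRNA genes, 1.34, was at position 15834843 of chromosome 19, in a noncoding exon shared by UCA1, LINC01764 and ENSG00000288618. SNHG32 followed with a fold of 1.30 (chromosome 6, position 31835124), and ENSG00000287781 with 1.27 (chromosome 8, position 127253532).

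The median best fold was 1.013 in lincRNA genes and 1.057 in protein-coding genes. The difference in medians was -0.0441 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give), a description of genes in these libraries and not of replicates. For exonic summits alone the difference was -0.0176 (permutation p = 0.00087). Because the decoded background took only the levels 0.00507 and 0.00950, the fold follows summit height and is not corrected for RNA abundance. The best summit had 1 or 2 steps in 57.4% of the lincRNA genes and 4.22% of the protein-coding genes. The difference is therefore one of height, partly among summits near the lowest possible, and not of binding per RNA molecule.

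**Figure D4:**
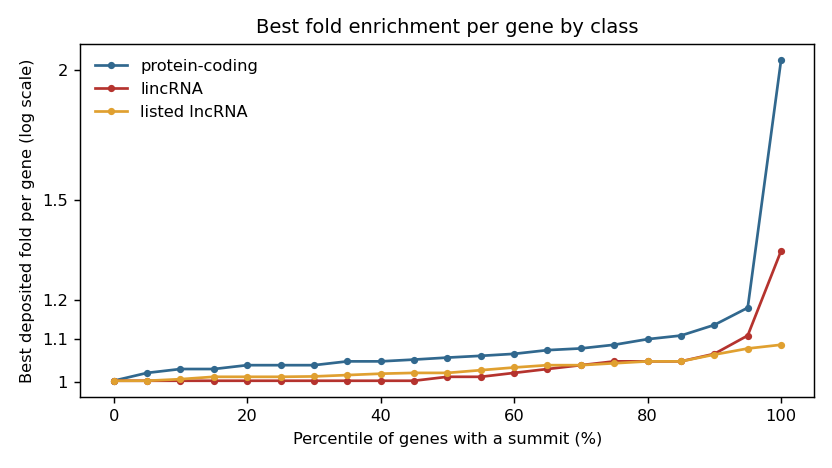
Best deposited fold per gene (vertical axis, log scale) by percentile of genes with a summit (horizontal axis, %) for 7606 protein-coding genes, 190 lincRNA genes and 14 listed lncRNAs. The lincRNA and listed lncRNA curves lie below that of the protein-coding genes at the median.

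Of the 30 lncRNAs followed up by the study, 14 were matched to the annotation by symbol or transcript, and all 14 had a summit; 11 of them were lincRNA by the definition used. Any gene overlapping a called region would also have been counted in 14 of 14 cases. Their best folds ranged from 1.004 in CRNDE and MIR99AHG to 1.087 in PICSAR, or from 1 to 11 steps. SNHG8 had a best fold of 1.074, HCG11 and ABALON 1.048, CERNA1 1.039 and PVT1 1.030. The best fold was 1.021 in NEAT1 and MIRLET7BHG and 1.013 in LINC00052, CASC9 and LINC01271. The summits of MIR99AHG, MIRLET7BHG and CERNA1 were not exonic. The median of the 14 best folds, 1.021, was below that of all 10000 matched random lists of other lncRNA genes, whose median was 1.048. When the 11 listed lincRNAs were instead compared with other lincRNA genes, the percentile was 54.3. Of the 1238 lncRNA genes with a summit, 190 were lincRNA, and the rest overlapped protein-coding genes. Without strand, those genes can share the summits of the mRNAs they overlap, which most of the listed lncRNAs cannot. The low rank among other lncRNA genes is therefore not evidence of weaker signal in the listed lncRNAs. The study drew these lncRNAs from the lincRNAs it found in the same assay and measured their nuclear abundance before testing them, so the values are not independent evidence.

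AL133467.2 (ENSG00000258927, chromosome 14, 95620914 to 95643285, plus strand) had 1 summit, at position 95621006 in exon 1 (95620914 to 95621033), with a pileup of 0.03, a fold of 1.017 (1.156 with a pseudocount of 0.1) and a −log10 p of 2.02. The region that contained it ran from 95617709 to 96099021 and was 481313 bases long. The decoded height was 3 steps over a background of 1.07 steps, and the 95% Poisson interval of 3 counts, 0.619 to 8.77, included that background. A difference from background was therefore not detectable at this depth if a step is a read. The reference sequence around the summit, 30 bases on either side on the plus strand, was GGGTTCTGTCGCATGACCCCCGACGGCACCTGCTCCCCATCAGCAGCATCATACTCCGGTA.

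**Figure D5:**
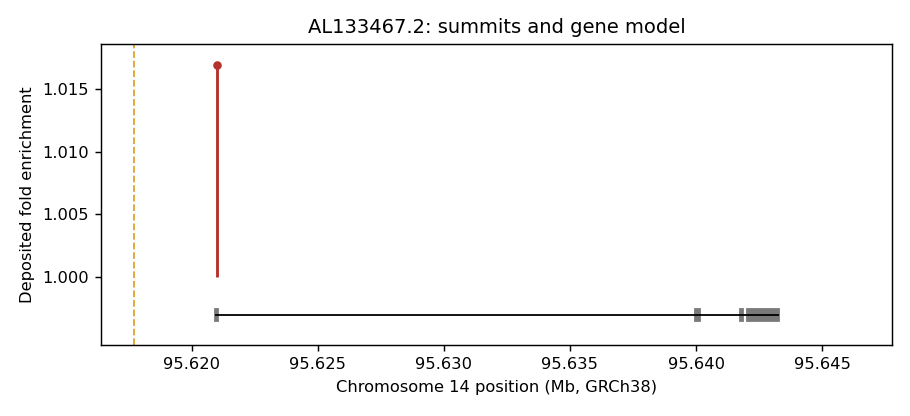
AL133467.2 locus, with position on chromosome 14 (Mb, GRCh38) on the horizontal axis and the deposited fold enrichment of the summit on the vertical axis, which starts at 1. Grey boxes are exons and the dashed line is the start of the called region; the only summit lies in exon 1, with a fold of 1.017.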

Values the study reported

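The study reported 107 lincRNAs interacting with ZCCHC4 from this assay and described their binding abundance as similar. It tested the top 30 by RIP-qPCR, of which 13 were set aside for very low abundance and 17 were found to bind. It gave AL133467.2 a length of 1496 nucleotides and about 48 copies in a HepG2 cell.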

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

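The test of fixed lengths in this part was chosen after the result was seen, and the test of unresolved bases before. The report's comparisons use the called regions, and the stretches between neighbouring regions carry a signal of their own. There were 6147 such stretches with a total of 34708311 bases. Of the 4796 stretches of exactly 1000 bases, 57.7% (95% Wilson interval 56.3% to 59.1%) had their midpoint in an exon, against 4.93% of called bases that were exonic. MALAT1, RN7SK, RPPH1 and RMRP, chosen after their values were seen, lay outside called regions over 100% of their exonic bases. Unresolved bases of the assembly argue poorly as a source, since they made up 0.291% of the stretches. A candidate explanation is that the peak caller left out windows around reads of the mock-vector library, because 4796 stretches had exactly 1000 bases and 169 had exactly 10000. What such reads would stand for is open, since the labels call that sample an input in one place and a mock-vector sample with the anti-Flag antibody in another. No track of the mock-vector library was used here, so this stays a hypothesis, and no biological explanation was tested.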

How the results depend on the processing

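No paired analysis was possible because each group had 1 library. Of 38 alternatives, 13 left the value within its interval, within 1.5 times the count or on the same side of the test, and 25 moved it. The tested difference between lincRNA and protein-coding genes kept its direction, while the listed lncRNAs went from below the median of random lists to above it against one other pool. Filters on 10 reads over both libraries and scaling by the median ratio were not run, since the list holds no read counts per library.

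The number of regions was 6173, became 3075 with a fold above the median by construction, and 40549 when every summit was counted. The median fold of 1.05 became 1.48 with a pseudocount of 0.1 and 10.5 with none, because the scaled heights are small against 1. Likewise the fold of the highest ZCCHC4 summit went from 2.04 to 10.99 and 208.1, and that of the AL133467.2 summit from 1.017 to 1.156 and 2.80. The exonic share of 97.8% was 99.6% with a fold above the median, 4.93% when weighted by width, 2.79% for regions with most of their bases in exons, 10.4% at region midpoints and 99.2% for regions with at least 1 exonic base. The class order left the exonic share at 97.8% but moved its parts, with CDS at 68.3%, 3'UTR at 23.6% and 5'UTR at 3.66% when CDS came first. The 4 values for widths, regions and midpoints follow from the length of the regions, so the exonic share describes summits and not regions.

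The count of 190 lincRNA genes was 36 with at least 2 summits, 27 with a fold above the median, 65 for exonic summits alone, 69 for summits with a Poisson p on steps under 0.01 and 10041 for any overlap with a called region. The count of 14 listed lncRNAs was 2 with a fold above the median and 6 under that Poisson limit; it was 15 when LINC00346 was added through its other symbol. The listed lncRNAs lay at percentile 0 of random lists of other lncRNA genes, also at 0 for exonic summits alone, at 44.3 with a fold above the median, which left 2 listed lncRNAs, and at 54.3 for the 11 listed lincRNAs against other lincRNA genes, whose random lists had a lower median (1.0126) than theirs (1.0169). The same 11 lay at 0.23 against other lncRNA genes, so the move to 54.3 came with the pool and not with the shorter list. The lower fold of lincRNA genes kept its direction and its side of the threshold in all 4 alternatives, with differences from -0.0529 to -0.0176 and permutation p-values from 1e-05 to 0.00087.

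The depth of the libraries is unknown. With a median of 7 steps at a summit, and 3 in AL133467.2, low summits carry little precision.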

Other observations

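Tests in this part on rounding, AL133467.2, the AAC trimer, called-region filtering, ZCCHC4 sparing liver mRNAs and other cell lines were chosen after the result was seen. Those on endoplasmic reticulum mRNAs, sparse sampling, single-summit genes, coding-only summits, regions with 1 summit and exonic length were set before their results were seen.

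The called regions covered nearly the whole genome, and the p-value did not rise with height. A candidate explanation is that scaled pileups were rounded down to whole numbers before the p-value was computed. Below a pileup of 1 the p-value would then depend on the background alone, and the summit with a pileup of 1.05 would have a −log10 p of 4.89 from its background, which is the deposited value.

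Summits of 1 or 2 steps lay outside exons more often than others, and 96.3% of them were the only summit of their region, against 3.81% of summits with 3 or more steps. This fits a caller that gives each region at least 1 summit, wherever its tallest background read may lie. Among lincRNA genes with a summit 57.4% had a best summit of 1 or 2 steps, compared with 4.22% of protein-coding genes. The lower best fold of lincRNA genes was not removed by the number of summits per gene, since the difference was -0.0307 among genes with exactly 1 summit. The count of lincRNA genes here was 190. That is higher than the value quoted from the study above. The study states neither its annotation nor its rule for a lincRNA. Of its 14 matched lncRNAs, 11 were lincRNA by the definition used here, so the counts may differ by definition alone. Under the stricter rules on summits the counts were 65 (exonic), 69 (Poisson p under 0.01), 36 (at least 2 summits) and 27 (fold above the median), and the direction was the opposite.

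At AL133467.2 the Poisson chance of 3 or more steps at the decoded background was 0.0941, with no allowance for the choice of the tallest position, which would raise it. Background reads therefore remain a candidate explanation for its summit in this list, which says nothing of other assays of this RNA.

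None of 23 listed liver genes, among them ALB, APOA1, TTR and HNF4A, had an exonic summit, which allows a share of up to 14.3% (upper Wilson bound). That count depends on the choice of genes. CPS1, which liver cells also express, had 19 exonic summits but was placed in the A549 list after its summits had been seen. Of the 23 liver genes 7 had been looked at before the list was written, so the tests used the other 16. Filtering against the mock vector argues poorly as the whole cause, since 1 of the 16, APOH, had most of its exonic bases outside called regions. Loss of mRNAs translated at the endoplasmic reticulum is not borne out, since 14 of 16 such mRNAs had an exonic summit, against 35.3% of all protein-coding genes. Sparse sampling is not borne out either, since 0.59% of random lists of equal size and like exonic length had no gene with one; a first run on all 23 genes had given a lower share. If stretches outside called regions mark mock-vector reads, whether of an input or of a mock immunoprecipitation, sparing of liver mRNAs by ZCCHC4 is not borne out, because 1 of the 16 had any exonic base there against 8 of 8 abundant mRNAs not looked at before. Over all genes of the lists, 7 of 12 abundant mRNAs had an exonic summit. Markers of other cell lines gave no clear match, with 5 of 13 for A549 (CPS1, KRT7, NQO1, S100P and TXNRD1), 0 of 7 for HCT116, 4 of 12 for BXPC-3 and 4 of 9 for HEK293T (44.4%). The HEK293T hit NEFL was a single summit of 1 step; with at least 3 steps, a limit added later, HEK293T had 3 of 9 (33.3%), below A549 with 5 of 13 (38.5%). The A549 markers KRT7, CPS1 and TXNRD1 reached 69, 68 and 56 steps, but these 3 had been seen among the top summits before the list was written. Liver cells or many lines also express CPS1, NQO1 and TXNRD1, and 0 genes were shared between lists. A mislabelled sample or RNA from other cells cannot be told apart from the remaining possibilities, since no list was nearly complete and no expression data of the same cells were used here. No biological explanation beyond sparing by ZCCHC4 was tested.

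All 13 ZCCHC4 summits lay in its coding sequence, which is 55.0% of the transcript. Reads from the transfected coding sequence are a possible explanation, and the test set beforehand did not decide it. In that test 6.57% of 867 other genes with as many summits had all of theirs in the coding sequence, above the 5% chosen as the limit. The test used position alone and not height. The 13 summits had 36 to 119 steps, against a median of 7 in the list, which goes with reads from the vector. The list cannot tell such reads from those of the cell's own mRNA.

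A trimer search at summits in exons of at least 300 bases was equivocal for AAC, the trimer examined because ZCCHC4 is an adenosine methyltransferase. The 41-base windows at summits were compared with random positions of the same exons over 20 draws at each of 2 margins from exon ends. AAC had a median rank of 8 among 64 trimers, with ranks from 3 to 17 at the margin of 20 bases and from 2 to 17 at 60 bases. Its ratio to random windows was between 1.02 and 1.06, so the rank moved with the draw. Across the draws the leading trimer was CGA at the margin of 20 bases, with a ratio of 1.11, and TCG at 60 bases, with 1.08. The repeated draws were added after 2 single draws had given different ratios, and base composition and pentamers, looked at in one of those, showed no strong motif. Whether summits are centred on AAC stays open, since the test gave a rank on either side of the limit of 6.

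Genes with the most summits were long. Across 7606 protein-coding genes with a summit, exonic length accounted for little of the summit number. Spearman rho was 0.229, under the limit of 0.3 set beforehand, genes not being independent replicates. The rho was positive, and the exonic lengths of the genes with the most summits were not compared with those of others. Whether length explains their summit numbers therefore stays open.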
